A study of Mus musculus with 768 samples. Its data were reported in "Transcriptional profiling of mouse peripheral nerves to the single-cell level to build a sciatic nerve ATlas (SNAT)" (2021).

How the data were processed

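Single Schwann cells from the sciatic nerves of mouse pups at postnatal day 5 were sorted, 1 per well, into 2 plates of 384 wells and read with Smart-Seq2, a full-length RNA protocol. Cells were selected by a yellow fluorescent reporter that is switched on in the Schwann cell lineage. Each plate held a pool of cells from separate animals, male and female mixed, and is 1 biological replicate per the labels. The 768 wells are therefore not independent samples, and every test between states used n = 2 plates. Tests of position on a plate were made over wells, within each plate.

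The deposited table holds raw read counts per gene and well. According to the methods of the paper, the authors aligned the reads with STAR and counted them with featureCounts against an Ensembl annotation. These methods name a human genome build although the gene identifiers in the table are of mouse, and the table does not state its build. Identifiers were matched to GENCODE vM21 (GRCm38), which supplied symbols, coordinates and gene types. Of 25700 genes in the table, 25587 were matched, and the 113 others held 0.0916% of the reads. Coordinates are those of GENCODE vM21, not of the annotation used for counting. The protocol has no molecular identifiers, so reads are not independent molecules, and all intervals and limits given cover counting error only.

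Wells with at least 1500 detected genes (1 read or more) were retained, the minimum of the study. No doublet caller was run and no well was removed as a doublet. The check planned for doublets, wells with transcripts of both sexes, needs Xist and was not analysed here, nor were the alternatives that leave such wells out. Cells were clustered with Seurat 5.3.0 in R 4.3.3, with the parameters of the study: log of counts per 1e+05, variable genes by mean (0.1 to 8) and dispersion (1), 7 principal components and resolution 0.4. The number of neighbours was 30, which the methods of the study do not give. The 10 genes by which the study read its clusters were left out of this clustering. The software differs in version from that of the study, and cluster borders can differ for that reason. A default limit of 2000 variable genes was in force when the results were first computed. It was removed after they had been seen, because the plan set no limit, and it is given as an alternative. With no limit 3064 variable genes were used.

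Clusters were named in turn as proliferating, myelinating and immature by the highest mean level, scaled across clusters, of genes from marker lists. The 10 genes by which the study read its clusters were not among them, and the remaining cluster is called intermediate. The full lists for these states and for pro-myelinating Schwann cells were compared with the clusters afterwards. Further lists were for all Schwann cells, fibroblast-like cells, endothelial cells, immune cells, pericytes or vascular smooth muscle cells, neurons and skeletal muscle. The tests between states, the cell type lists and the rule for naming genes were fixed before the data were examined. Further alternatives and some tests of explanations were chosen later and are described as such, and Cd63 was named outside that rule. Leading genes of a cluster were ranked by the fold of its mean CPM (reads scaled to a fixed total per cell or sum) over that of all other cells, with 10 CPM added to both. Results that need items withheld for evaluation were left out, which shortened the list of study markers tested and the myelinating list from the plan, and the list of corner well transcripts.

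For tests, raw reads were summed per plate and state, giving 8 sums. The sums were fitted with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr), with 1 estimate of spread shared by all states, 4 residual degrees of freedom and a common dispersion of 0.719. To keep tested genes from defining the states, genes were split at random into 2 sets of equal size. Cells were clustered on each set in turn, and genes of the other set were tested between the resulting states. Clusters were named with the same genes for both sets, so a naming gene could be tested between states that it helped to name. P-values of both sets were adjusted together by the Benjamini-Hochberg method over all genes tested, at a threshold of 0.05. Of these 10 study markers, 9 were tested between the states of the clustering that left them out. Standard errors are those implied by the quasi-likelihood F. Log2 ratios within a plate had 0.5 CPM added to both sides.

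Genes named were the 9 study markers tested and, for 3 comparisons, the 3 genes with the largest log2 change in each direction. These had to pass the threshold, reach a mean of 100 CPM over the 8 sums and change the same way in both plates. Of genes highest in the intermediate cluster, the 3 with the largest smaller change were named under the same minimum. Shares of wells and cells have exact Clopper-Pearson intervals at 95%. Where no well of the retained ones met a list of cell type markers, the limit given is 3 counts of the total.

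Sums of 1 plate come from the same pooled animals, so plate numbers pair the sums across states. The deviations of the states of 1 plate from their means correlated weakly over 1999 genes with at least 100 CPM, with r from -0.0674 to 0.212 for the 6 pairs of states. A fit with the plate as a replicate block was an alternative.

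The edgeR test was tried on simulated sums. No cells were simulated, clustered or named, so differences that clustering itself may give were outside this check. Changes were simulated only in genes with a mean of at least 100 CPM. Of 200 genes with a simulated log2 change of 3, between 99.0% and 100% were recovered in each comparison. Beside them, 10 to 15 genes without a simulated change were called in each comparison. At a log2 change of 1, 5.5% were recovered for proliferating-like against immature-like cells and 0% in the other comparisons, so changes of that size were mostly not detectable. In 20 simulations without changed genes, no comparison gave more than 3 genes.

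Alternatives were DESeq2 1.42.0 in place of edgeR, RLE scaling, no filter on low counts, the plate as a block, 1000 or 2500 genes per cell, and 15 principal components. Others were clustering on all genes, another random halving, and cells thinned to 193679 reads, the 10th percentile of retained cells, which left out 66 shallower cells. Resolutions 0.3 and 0.6 and leaving out each plate were also planned. Further alternatives were chosen after seeing the data: the wells without the 8 corner wells, the wells without columns 8 and 16, at most 2000 variable genes, and 5 reads per detected gene. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.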

Results

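RNA was measured in single sorted Schwann cells, the glia of peripheral nerve, from sciatic nerves of mouse pups at postnatal day 5, in 2 plates of 384 wells. Replicate 1 held 226050990 reads assigned to genes, with a median of 520281 per well (range 316 to 2495101). Replicate 2 held 203322077 reads, with a median of 486849 per well (range 169 to 2149795). In replicate 1, 327 of 384 wells passed the minimum of 1500 genes, or 85.2% (95% interval 81.2 to 88.6). In replicate 2, 332 wells passed, or 86.5% (82.6 to 89.7). The mean was 85.8% ± 0.921 (SD, n = 2 plates). Counting a gene as detected only from 5 reads on, an alternative chosen after seeing the data, gave 82.4%. Retained wells had a median of 3318 genes in replicate 1 and 3618 in replicate 2.

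The first question was which Schwann cell states the plates hold, and in which shares. Clustering of the 659 retained cells gave 4 clusters at resolution 0.4, as it did at 0.2, 0.3 and 0.5, and 6 clusters at 0.6. Clusters from each of the 2 random sets of genes placed 94.7% and 88.6% of the cells in the same state as the main clustering. The first cluster was named proliferating-like, and all 10 markers of its list were highest there. Its leading genes by fold were Ube2c, Hist1h2ap and Hist1h2ao. The second was named myelinating-like (mSC-like), with all 9 markers used of its list highest there, and its leading genes included Pmp2 and Drp2 as well as the immune gene H2-DMa. The third was named immature-like (iSC-like). Of the 9 markers of its list that were detected, 3 were highest there, and all 9 were when proliferating-like cells were left out of the ranking. The leading genes of this cluster were Vtn, Entpd2, Abca8a, Cxcl10, Cxcl1, Acta2, Ces1e, Rxrg, Pdlim4 and Mmd2, none of them on its list. Acta2 is on the pericyte list, and Cxcl1 and Cxcl10 are immune or stress genes. The cluster held the 4 retained corner wells, and in the clustering without corner wells Vtn, Acta2 and Ces1e were no longer among its 10 leading genes. The remaining cluster, called intermediate here, was left unnamed, since only 2 of the 4 pro-myelinating markers were highest in it. Leaving out proliferating-like cells, 3 of the 4 were highest in this cluster. Its leading genes by fold were Lgals3, Cdkn1c and Rap2b. In the clustering on 1 of the 2 random sets of genes, the 4 retained corner wells fell in the intermediate cluster. These wells were then part of its sums for the genes of the other set.

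Proliferating-like cells made up 6.73% (4.26 to 10.01) of replicate 1 and 6.33% (3.96 to 9.51) of replicate 2, a mean of 6.53% ± 0.285 (SD, n = 2). For iSC-like cells the shares were 24.8% (20.2 to 29.8) and 28.6% (23.8 to 33.8), a mean of 26.7% ± 2.72. Intermediate cells made up 37.6% (32.3 to 43.1) and 31.6% (26.7 to 36.9), a mean of 34.6% ± 4.23. Shares of mSC-like cells were 30.9% (25.9 to 36.2) and 33.4% (28.4 to 38.8), a mean of 32.2% ± 1.80. For each state the intervals of the 2 plates overlapped. A minimum of 2500 genes moved the intermediate share most, to 25.3%.

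**Figure D1:**
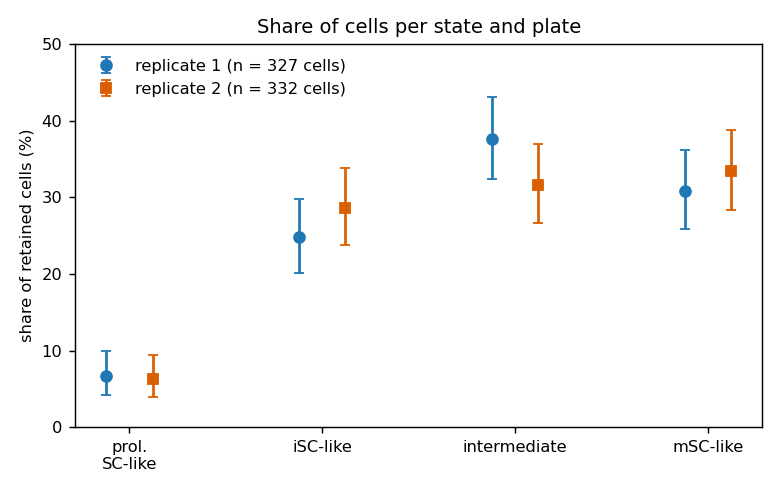
Share of retained cells (%) in each of the 4 states, 1 point per plate, with exact 95% binomial intervals as bars. The intervals of the 2 plates overlap in each state, and the intermediate share is 37.6% in replicate 1 and 31.6% in replicate 2.

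The lists of cell types were read in the 655 retained wells outside the corners, counting wells with at least 5 reads of each of 3 or more genes of a list. This held for 57 wells with the proliferating list, 139 with the immature list, 277 with the pro-myelinating list, 650 with the myelinating list and 605 with the list for all Schwann cells. It held for 469 wells with the fibroblast-like list, 6 genes whose collagen Col3a1 had a mean of 2053 CPM in proliferating-like, 1730 CPM in iSC-like and 159 CPM in mSC-like cells. Of the same list, Col1a2 had means from 773 to 1952 CPM over the 4 states, and Col1a1 from 185 to 921 CPM. Means of Dcn were from 0.977 to 15.9 CPM, and those of Lum from 0 to 6.81 CPM. The collagens could thus meet the rule of 3 genes without Dcn or Lum, so this count alone does not mark fibroblast-like cells. The lists for endothelial cells, immune cells, pericytes or vascular smooth muscle cells, neurons and skeletal muscle each gave 0 of 655 wells, which allows a share of up to 0.458% (3 counts of the total). None of the 4 retained corner wells met any list.

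The second question was whether genes by which the study read its clusters differ between states formed without them. Of 11 tests of 9 genes, 8 passed the threshold over all genes tested, and 10 passed when adjusted over the list alone. The latter is not independent evidence, since the study had read its clusters of these samples by the same genes. The paper introduces them as markers in common use for the Schwann cell lineage. All 11 had the same direction in both plates. The number past the threshold over all genes ranged from 6 (a minimum of 2500 genes) to 9 (DESeq2, among others).

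Markers of proliferation were compared between proliferating-like and iSC-like cells. Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) was higher in proliferating-like cells by a log2 change of 5.65 (SE 1.03, adjusted p 0.0362, n = 2 plates). With the plate as a block its adjusted p was 0.0524, the highest of its alternatives, which started at 7.01e-05. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), which overlaps Gm45240, was higher by 4.62 (SE 1.19), but its adjusted p of 0.0959 did not pass the threshold. The plates differed, with log2 ratios of 3.71 and 7.43, since iSC-like cells held 30.6 CPM of Mki67 in replicate 1 and 1.75 CPM in replicate 2. Mki67 passed under DESeq2 (4.66, adjusted p 0.00733), and its adjusted p ranged from 0.0027 to 0.163 over the alternatives.

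Markers of immature and myelinating cells were compared between mSC-like and iSC-like cells. Ngfr (ENSMUSG00000000120, chromosome 11, 95568818 to 95587735) was lower in mSC-like cells, with 0 and 4 reads there against 3110 and 2465 in iSC-like cells (adjusted p 0.00114). Its fitted log2 change of -11.01 (SE 1.18) depends on the prior count and is no bound. Ncam1 (ENSMUSG00000039542, chromosome 9, 49502136 to 49798925) was lower by a log2 change of -5.17 (SE 0.783, adjusted p 0.00648), with -4.46 in replicate 1 and -6.77 in replicate 2. L1cam (ENSMUSG00000031391, chromosome X, 73853778 to 73896105), which overlaps Arhgap4 and Avpr2, had a log2 change of -7.72 (SE 1.23, adjusted p 0.00811), from 35 and 2 reads in mSC-like cells. It lost the threshold with a minimum of 2500 genes (adjusted p 0.103, over its alternatives from 1.93e-15 to 0.103). Mbp (ENSMUSG00000041607, chromosome 18, 82475146 to 82585637) was higher in mSC-like cells by 4.07 (SE 0.162, adjusted p 7.90e-06). Ncmap (ENSMUSG00000043924, chromosome 4, 135369576 to 135398227) was higher by a fitted log2 change of 13.17 (SE 0.410, adjusted p 1.97e-06), from 20 and 32 reads in iSC-like cells. With a minimum of 2500 genes this fitted change was 7.44.

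Markers of pro-myelinating cells were compared in the intermediate cluster. Cdkn1c (ENSMUSG00000037664, chromosome 7, 143458339 to 143461050) was higher there than in iSC-like cells by a log2 change of 3.20 (SE 0.287, adjusted p 0.00137), with 3.49 and 2.84 in the plates. With a minimum of 2500 genes this change was 0.74 and did not pass the threshold (adjusted p 0.601, over its alternatives from 2.88e-29 to 0.601). From the intermediate cluster to mSC-like cells Cdkn1c changed by -4.97 (SE 0.312, adjusted p 2.80e-04). Pou3f1 (ENSMUSG00000090125, chromosome 4, 124656807 to 124660655) was higher in the intermediate cluster than in iSC-like cells by 1.11 (SE 0.458) and changed by -0.99 (SE 0.457) from there to mSC-like cells. Neither change of Pou3f1 passed the threshold over all genes (adjusted p 0.40 and 0.565). Adjusted over the list alone the values were 0.0453 and 0.0610. Its level was 171 CPM ± 0.784 (SD, n = 2) in the intermediate cluster and 79.1 ± 31.3 in iSC-like cells.

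**Figure D2:**
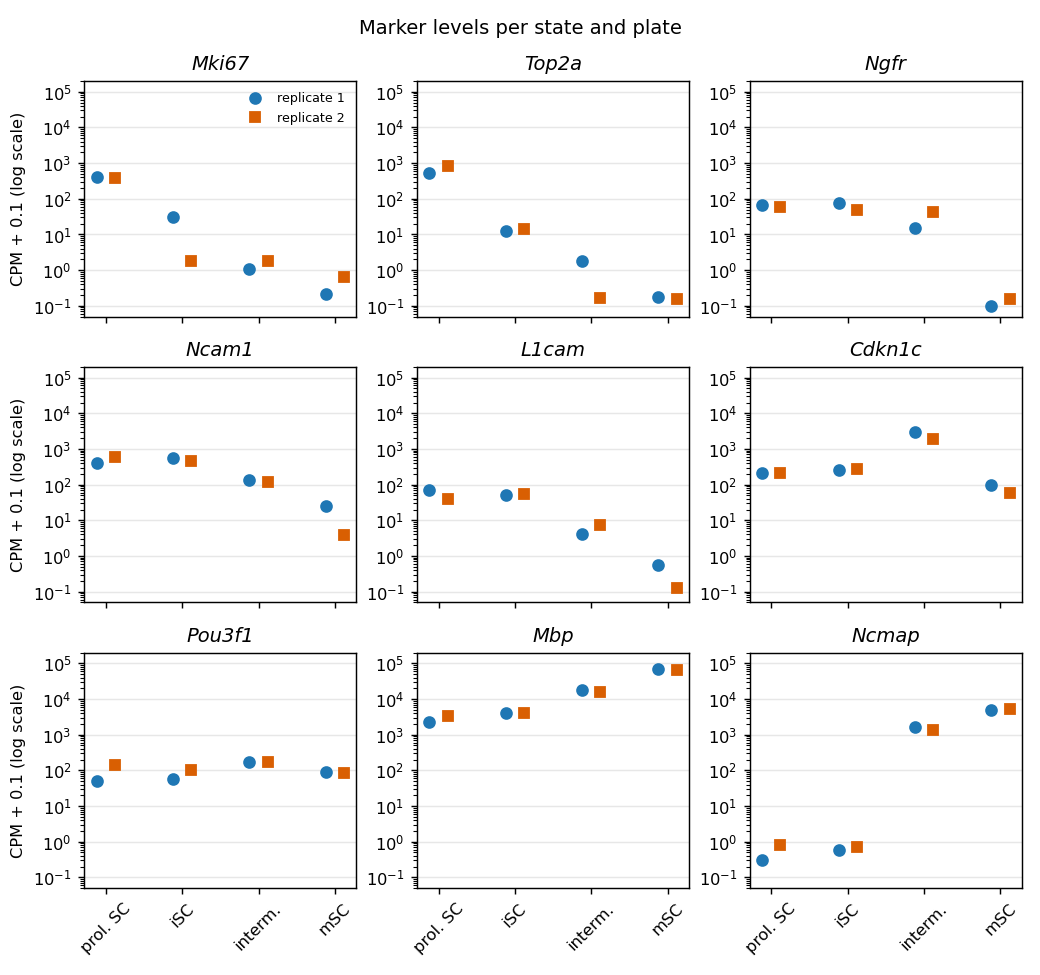
Levels of 9 study markers in CPM plus 0.1 on a log axis, by state, 1 point per plate. Mki67 in iSC-like cells differs between plates (30.6 and 1.75 CPM), and Cdkn1c is highest in the intermediate cluster.

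The third question was how many genes differ between states, with each gene tested between clusters formed without it. Ube2c, Ccnb1, Pmp2 and Pmp22 were also among the genes that named the clusters, so their directions are partly fixed by that naming. Of 13917 genes tested, 319 differed between proliferating-like and iSC-like cells, 152 higher and 167 lower in the former, and 2258 had an unadjusted p under 0.05. DESeq2 moved this count most, to 1514, which included all 319. Between the intermediate cluster and iSC-like cells 243 genes differed, 126 higher and 117 lower in the intermediate cluster. From the intermediate cluster to mSC-like cells 160 differed, 66 higher and 94 lower in mSC-like cells. Between mSC-like and iSC-like cells 792 differed, 394 higher and 398 lower in mSC-like cells.

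**Figure D3:**
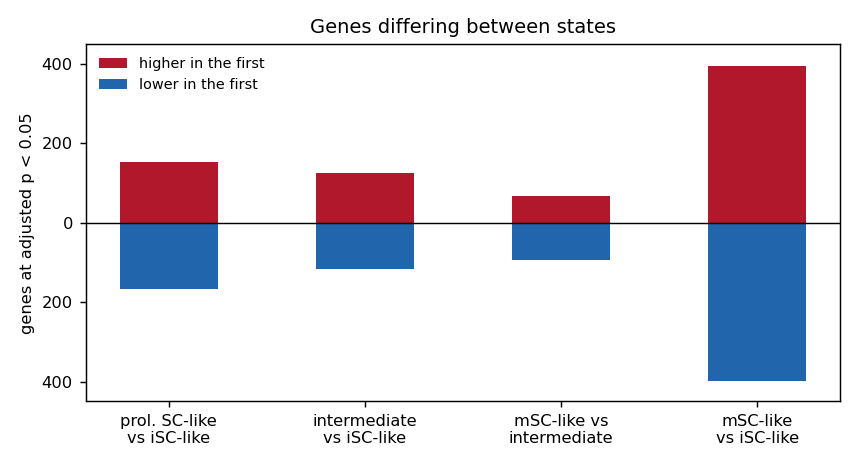
Number of genes past the adjusted threshold in 4 comparisons of states, with genes higher in the first state drawn upwards and lower ones downwards. The largest count is that of mSC-like against iSC-like cells, with 394 higher and 398 lower.

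In proliferating-like against iSC-like cells the largest increases were of Ube2c, Pbk and Hist1h2ao. Ube2c (ENSMUSG00000001403, chromosome 2, 164769898 to 164778822) had a fitted log2 change of 13.38 (SE 0.615, adjusted p 8.79e-05), from 5 and 10 reads in iSC-like cells, and overlaps Tnnc2. The fitted change was 7.93 with clustering on all genes and 8.16 with a minimum of 2500 genes, and in the clustering on all genes but the study markers iSC-like cells held 514 and 2 Ube2c reads. Its adjusted p over the alternatives went up to 0.0647 from 3.07e-151. Pbk (ENSMUSG00000022033, chromosome 14, 65805837 to 65817822) rose by 7.14 (SE 0.942, adjusted p 0.0116) and lost the threshold under 15 principal components (adjusted p over the alternatives 1.17e-08 to 0.0561). Hist1h2ao (ENSMUSG00000094248, chromosome 13, 21810465 to 21810944), which is nearly identical to Hist1h2ap, rose by 6.99 (SE 0.541, adjusted p 0.00154). The largest decreases were of Gm37389, Pmp2 and Mxd4. Gm37389 (ENSMUSG00000103124, chromosome 3, 10179852 to 10197262) overlaps Pmp2 (ENSMUSG00000052468, chromosome 3, 10179851 to 10183929). They had fitted log2 changes of -5.96 and -5.75, from 3 and 5 reads of Gm37389 and 4 and 6 of Pmp2 in proliferating-like cells. Mxd4 (ENSMUSG00000037235, chromosome 5, 34173883 to 34187720) changed by -3.99 (SE 0.658, adjusted p 0.0256) and lost the threshold in thinned cells (adjusted p over the alternatives 2.97e-10 to 0.0512). Proliferating-like cells held 14.7 CPM of Mxd4 in replicate 1 and 2.61 CPM in replicate 2.

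In the intermediate cluster against iSC-like cells the largest increases were of Ncmap (fitted log2 change 11.05), Pmp2 (5.09, SE 0.218) and Gm37389 (5.06, SE 0.220). Ncmap had 23 and 33 reads in iSC-like cells in these sums. The largest decreases were of 3 cell cycle genes. Ccnb1 (ENSMUSG00000041431, chromosome 13, 100778650 to 100786570) changed by a fitted -8.40 (SE 1.49, adjusted p 0.0314), with 5 and 4 reads in the intermediate cluster, and lost the threshold under another random halving (adjusted p over the alternatives 1.82e-06 to 0.309). Pbk changed by -6.43 (SE 1.09, adjusted p 0.0275), with 5 and 2 reads in the intermediate cluster, and lost the threshold under 4 of 13 alternatives (adjusted p 8.01e-06 to 0.124). In iSC-like cells Pbk was at 11.2 CPM in replicate 1 and 1.57 CPM in replicate 2. Ccnb2 (ENSMUSG00000032218, chromosome 9, 70407692 to 70421547) changed by -5.18 (SE 0.751, adjusted p 0.0135). Its level in iSC-like cells was 198 CPM in replicate 1 and 48.8 CPM in replicate 2.

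From the intermediate cluster to mSC-like cells the largest increases were of Zfp91, Gm43738 and Pmp22. Zfp91 (ENSMUSG00000024695, chromosome 19, 12763660 to 12796126), which overlaps Cntf, rose by a log2 change of 3.29 (SE 0.360, adjusted p 0.00544). Gm43738 (ENSMUSG00000105204, chromosome 3, 89081939 to 89101099), which overlaps Rusc1 and Fdps, rose by 3.06 (SE 0.297, adjusted p 0.00341). Pmp22 (ENSMUSG00000018217, chromosome 11, 63128982 to 63159547) rose by 3.0 (SE 0.115, adjusted p 6.04e-05), from 8958 CPM ± 1105 to 71643 ± 1770 (SD, n = 2). The largest decreases were of Ntm, Cdkn1c and Smim5. Ntm (ENSMUSG00000059974, chromosome 9, 28994750 to 29963141) had a fitted log2 change of -11.14 (SE 0.651, adjusted p 4.24e-04), with 5 and 7 reads in mSC-like cells. Without columns 8 and 16 its fitted change was -3.73 (adjusted p over the alternatives 7.40e-72 to 0.0265). Cdkn1c changed by -4.44 (SE 0.275, adjusted p 4.24e-04). Smim5 (ENSMUSG00000048442, chromosome 11, 115899966 to 115906269), which overlaps Recql5, changed by -4.27 (SE 0.398, adjusted p 0.00291).

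The last question was whether any genes peak in the intermediate cluster, above both iSC-like and mSC-like cells. By edgeR 4 genes did, against 65 at an unadjusted p under 0.05, and DESeq2 gave 20, which included all 4. In the simulated sums without changed genes the largest such count was 0. These sums involved no clustering, so they cannot show how many such genes clustering itself gives. By edgeR 1 gene was lowest in the intermediate cluster, and by DESeq2 67 were, more than the 20 that were highest there. The number lowest was also above the number highest with no filter on low counts (20 against 6), without columns 8 and 16 (14 against 3) and in thinned cells (12 against 3), among others. Cdkn1c was higher there by log2 changes of 1.94 over iSC-like (SE 0.247, adjusted p 0.00847) and 4.44 over mSC-like cells. Ezr (ENSMUSG00000052397, chromosome 17, 6738041 to 6782784), which overlaps Sytl3, was higher by 1.30 (SE 0.239, adjusted p 0.0381) and 1.51 (SE 0.241, adjusted p 0.0296). Nipal1 (ENSMUSG00000067219, chromosome 5, 72647795 to 72671078) was higher by 1.29 (SE 0.198, adjusted p 0.0176) and 1.56 (SE 0.20, adjusted p 0.0112). Without the corner wells its change over iSC-like cells was 0.70 (adjusted p 0.178), and 3 of the 4 genes stayed highest in the intermediate cluster. Cd63 (ENSMUSG00000025351, chromosome 10, 128900989 to 128912822), named after its values were seen, was higher by 0.91 (SE 0.153, adjusted p 0.0267) and 1.60 (SE 0.156, adjusted p 0.00341). Each of the 4 genes lost the threshold against iSC-like cells under some alternative, Nipal1 and Cd63 under 6 of 13 each, Ezr under 3 and Cdkn1c under 2. Against mSC-like cells Nipal1 lost it under 4 of 13 alternatives (adjusted p 3.09e-10 to 0.239) and Cd63 under 1, without columns 8 and 16 (adjusted p 4.29e-19 to 0.565).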

Values the study reported

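The paper states that the depth of sequencing was approximately 500,000 reads per cell, or around 200 Mio reads per plate. A minimum of 1500 detected genes was set for a cell to be kept. The paper used 7 principal components for each time point and a resolution of 0.4 at P5. It reports 4 clusters at P5, read as proliferating, immature, pro-myelinating and myelinating Schwann cells.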

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

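The tests of the corner wells and of low depth as the whole cause of few Y-linked reads were chosen only after the result was seen, and the comparison of Y-linked reads by depth was written before it.

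Corner wells that failed the gene filter, and so entered none of the main comparisons, held reads of transcripts hardly found elsewhere. Those with 1189 and 1038 genes in replicate 1 and 1228 genes in replicate 2 entered the alternative with a minimum of 1000 genes. The 7 transcripts (Vtn, Fga, Ces1e, Ces1d, Plg, Saa3 and Krt8) were chosen because they lay in the corners, so where their reads lie decides nothing about their source. The 4 corner wells that failed the filter held 359 of their reads, and all 8 corner wells held 2333, against 109 in 7 of the 760 other wells. RNA other than that of a sorted Schwann cell is a candidate explanation. In no corner well did the 5 genes of the list for all Schwann cells take more than 0.0145% of the reads, against a median of 0.222% in other retained wells, whose central 95% began at 0.0588%. This highest share was 6.52% of that median, which argued against leakage from other wells of the plate as the source of most reads in the corners. What was put in these wells is not stated in the labels, and no biological explanation was tested.

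Y-linked reads (Ddx3y, Kdm5d, Eif2s3y and Uty, at least 5 reads together) were outside the comparisons of states. They were found in 34.3% of retained wells in replicate 1 (29.1 to 39.7) and 38.0% in replicate 2 (32.7 to 43.4). Both intervals lie below 50%, although each plate pooled male and female animals in equal parts. In 4 groups of wells from the shallowest to the deepest the shares were 32.7% (25.6 to 40.5), 30.9% (23.96 to 38.6), 40.9% (33.3 to 48.8) and 40.0% (32.5 to 47.9). The upper bound of 47.9% in the 165 deepest wells argued against low depth as the whole cause. Missed transcripts in shallow wells may contribute, but the intervals of the shallowest and deepest wells overlap. Such a part therefore cannot be told apart from other causes, such as an unequal yield of cells from the sexes. The split by read depth says nothing of transcripts missed in deep wells as well. No biological explanation was tested, since the labels give no sex per well.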

How the results depend on the processing

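The tests without the corner wells, without columns 8 and 16, with at most 2000 variable genes and with 5 reads per detected gene were chosen only after the result was seen.

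DESeq2 gave 1514 genes for proliferating-like against iSC-like cells, 926 for the intermediate cluster against iSC-like cells, 699 for mSC-like cells against the intermediate cluster, 1754 for mSC-like against iSC-like cells, and 20 highest in the intermediate cluster. With no filter on low counts the first 3 of these were 683, 513 and 347. Genes highest in the intermediate cluster numbered 1 with a minimum of 2500 genes, 2 with 15 principal components and 1 with another random halving. The cause was not tested for any of these. The other alternatives kept each of these counts within 1.5 times its reported value. RLE scaling moved the median log2 change by at most 0.0573.

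The proliferating-like share was 6.13% with 1000 genes, 7.10% with 2500 genes and 6.83% with at most 2000 variable genes. With 2500 genes the iSC-like share was 32.0%, the intermediate share 25.3% and the mSC-like share 35.5%. With 15 principal components the intermediate share was 29.3% and the mSC-like share 36.6%. The mSC-like share was 34.7% in thinned cells and 35.4% with at most 2000 variable genes. The share of wells passing was 89.2% at 1000 genes, 79.0% at 2500 genes and 82.4% at 5 reads per detected gene, by construction of these minimums. For the shares of states the cause was not tested. With 1 plate left out, the shares ranged from 6.33% to 6.73%, 24.8% to 28.6%, 31.6% to 37.6% and 30.9% to 33.4% in the order of the states above, and wells passing from 85.2% to 86.5%.

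With plates paired as a replicate block the counts were 254, 235, 162 and 754, and 3 genes were highest in the intermediate cluster. Top2a (adjusted p 0.0524) and Ezr against iSC-like cells lost the threshold under the block, which changed no other call on a named gene.

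For single genes, 420 results under the alternatives kept direction and side of the threshold, 34 lost the threshold, 3 gained it and 0 reversed. The 3 gains were of Mki67, under DESeq2 (4.66), no filter on low counts (4.61) and at most 2000 variable genes (6.30), with adjusted p over all alternatives from 0.0027 to 0.163. Of 36 gene results, 14 lost the threshold at least once. With 1 plate left out, Mki67 ranged from 3.71 to 7.43. Values of single plates are log2 ratios, of another form than the fitted changes, and were not compared with them.

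The limit of 2000 variable genes is the software default under which results were first computed. Mki67 passed the threshold under that limit and did not without it. Its removal followed the plan, although it was made after those results had been seen.

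No counts of genes exist with 1 plate left out, since no residual degrees of freedom remain. Resolution 0.6 gave 6 clusters and so no shares of the 4 states. With 1000 genes the study resolution gave 5 clusters, and 0.35 was used. Alternatives that need Xist were not run. The proliferating-like sums were the shallowest, with 13842904 and 12229872 reads, against 89734829 and 85293421 in mSC-like cells.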

Other observations

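The tests of columns, of early genes and of the well pair among deep wells were chosen only after the result was seen, and the other tests were written before it.

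Wells in column 16 failed the gene filter more often than wells outside columns 8, 16 and 24, corners left out. On each plate 7 of its 16 wells failed, or 43.8%, against 10.2% elsewhere in replicate 1 (Fisher's exact test, p 9.43e-04) and 11.4% in replicate 2 (Fisher's exact test, p 0.00172). Position on the plate is a candidate explanation for column 16. In columns 8 and 24 together 46.7% of the wells failed in replicate 1 (Fisher's exact test, p 2.34e-06) and 16.7% in replicate 2 (Fisher's exact test, p 0.377), so an excess was found in replicate 1 only, and what caused it stays open. The columns were picked after their values were seen, and these p values were not adjusted for that choice. When every column was tested against all others of its plate, 2 of 48 tests passed 0.05 after adjustment (Fisher's exact test), column 8 of replicate 1 (56.3% failed, adjusted p 0.00367) and column 16 of replicate 2 (adjusted p 0.049). Column 16 of replicate 1 did not pass (Fisher's exact test, adjusted p 0.059), nor did column 8 of replicate 2 (18.8% failed, Fisher's exact test, adjusted p 0.925). Wells of column 16 also correlated more with the well to their left than with other wells of column 15, by 0.0666 in replicate 1 (permutation p 2e-05, adjusted 9.2e-04) and 0.0424 in replicate 2 (permutation p 3e-04, adjusted 0.00583). Of 46 neighbouring pairs of columns 3 passed 0.05 after adjustment. The other was columns 7 and 8 of replicate 1 (0.0456, permutation test, adjusted 0.00583), which in replicate 2 did not pass (0.00807, adjusted 0.374). Low depth alone was argued against, since a shallow well would correlate with column 15 equally in any row. Material or reads passed on from the well to the left may explain the excess, which was present on both plates. That well was the closest one for 4 of the 16 wells of column 16 in replicate 1 and 3 of 16 in replicate 2. The excess is thus a mean over the column and need not hold for each well. No biological explanation was tested.

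A pair of wells in column 24 of replicate 1, rows I and J, had closely similar profiles (r 0.956 across genes, which are not independent replicates, against at most 0.546 in other vertical pairs). Their detected genes differed, with 3758 in row I, 2613 in row J and 2430 in both. The well with fewer genes was the deeper one (448912 reads against 307282). The test written first asked whether the pair scatters less than every other vertically neighbouring pair. It was not met, since the pair had a scatter of 2.21 times binomial variance and 1 of 540 other pairs had 0.872. That pair included a well with 3306 reads, and shallow wells scatter little by sampling, so this test was read as open rather than as excluding a shared source. This reading was made after the result. A further test among the 462 pairs with at least 200000 reads per well gave a smallest scatter of 28.5, above that of the pair. This decides nothing, since the pair was picked for its close profiles and the test repeats that observation. Whether the same amplified cDNA was in both wells stays open. No biological explanation was tested.

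Proliferating-like and mSC-like cells had more detected genes per cell than iSC-like cells. After thinning to equal depth 89.3% and 80.2% of these differences remained, as means of the plates, which argued against read depth as the whole cause.

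Cxcl1 and Cxcl10 were among the leading genes of iSC-like cells, and Ifitm3 was when corner wells were left out. The 5 richest wells held 87.4% of the Cxcl1 and 76.2% of the Cxcl10 reads. Immune cells may be among these wells. Of 28 wells with at least 5 reads of either chemokine, 0 held reads of at least 3 of the 5 genes of the immune list, with an upper 95% bound of 12.3%. The bound lies above the limit of 10% set before the result, so a small share of immune cells stays open.

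Of 10 immediate-early genes 6 passed the threshold between mSC-like and iSC-like cells, all 6 lower in mSC-like cells in edgeR. The genes together took 1.09% of the reads in iSC-like and 0.532% in mSC-like cells. Dissociation of the tissue could contribute, and it cannot be told apart from a difference between states because all cells were dissociated.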
